A study of Mus musculus with 27 samples. Its data were reported in "General transcription factor TAF4 antagonizes epigenetic silencing by Polycomb to maintain intestine stem cell functions" (2023).

How the data were processed

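RNA-seq was available for 27 mouse libraries in 9 groups of 3: E17.5 intestine and 8-week ileum labelled WT or KO for Taf4, ileal organoids labelled ethanol control, 4-OHT, or 4-OHT with EPZ, and ileal tumours labelled Apc or Apc with Taf4 KO. Groups were taken from the labels. The labels state libraries from poly(A)-selected RNA with a stranded kit, whereas the paper's methods describe amplified cDNA made with another kit, and which holds is unknown. The authors trimmed reads with cutadapt 1.10, removed ribosomal reads with Bowtie2 2.2.8, aligned the rest with STAR 2.5.3a to mm9, counted reads over Ensembl genes and normalized them by the median of ratios, as the paper's methods state. For tumours the labels list both mm9 and mm10, the table is keyed by Entrez identifiers, and the annotation used is unknown. For embryos, adults and organoids the authors deposited only group means of normalized counts, a signal with 1 value per gene and group and none per library. The authors' deposited table also gives, for embryo KO against WT, adult KO against WT, EPZ against 4-OHT and EPZ against control, a log2 fold change and an adjusted p-value from the authors' own test. For tumours the authors deposited FPKM per library with a log2 fold change and an adjusted p-value. All 27179 entries of the tumour table were read, of which 21419 genes had values, 847 lacked a symbol and 27 symbols had been turned into dates. The number of per-sample columns left unused was 0. The values were taken as deposited and no reads were aligned.

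The design written before the data were seen planned a count model on counts per library, which the files do not hold. For embryo, adult and both EPZ comparisons the calls are therefore those of the authors' deposited table, at an adjusted p under 0.05 and an absolute log2 fold change over 1. For 4-OHT against control, and for the difference between the adult and the embryo change, a Wald test was reconstructed: the spread of each gene was solved from the log2 fold change and p of the authors' deposited comparisons, and the standard error of the new contrast was built from it. Genes whose p was too large to give a spread of their own took the 90th percentile of the spread at their expression level, a choice made after a test on simulated data showed that the median called too many genes. Checked against the authors' deposited comparisons, the predicted standard errors had a median ratio of 0.996 in organoids (6808 genes) and 0.987 in mice (3325 genes). In simulated data this test called 100% of 4-fold increases and 40% of 2-fold increases past both thresholds, 94% and 54% of such decreases, and 0.44% of unchanged genes at the adjusted p alone. It called 197 genes past both thresholds where a direct test on the simulated libraries called 145, all of them shared, and 0.28% of unchanged genes passed both thresholds. As 200 simulated genes were changed and 18820 were not, false calls made up a larger share of the 197 than an adjusted p under 0.05 allows. The 4-OHT counts, and the overlap and reversal counts built on them, can therefore hold too many false calls.

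For tumours, limma 3.58.1 was run on log2(FPKM + 1) for 13794 genes with a mean of at least 1 FPKM in a group, with the same thresholds. In simulated data it called 100% of 4-fold and 38% of 2-fold increases past both thresholds, and 83.3% and 24% of such decreases. Every simulated gene had the same spread and all simulated libraries were independent. In the real tumours the spread differed from gene to gene and 1 library may be a pool, so these shares need not hold there. Reads per gene were recovered from the FPKM of each library, where all of 115487 values came out whole within 1e-06, and gave depths of 22.8 to 39.0 M. The group means summed to 14.0, 15.3 and 16.2 M in control, 4-OHT and EPZ organoids, 13.1 and 11.9 M in embryos labelled WT and KO and 16.6 and 14.7 M in adults. Adjusted p is by Benjamini and Hochberg. Fold changes in tumours are on the log2(FPKM + 1) scale, which shrinks those of low genes. Gene lists, 39 in number and fixed before the data were seen, were tested with camera in limma with a preset correlation of 0.01. It was run on log2 fold changes divided by their standard errors, or in tumours on values per library. Counts of members were also adjusted over each list alone. Overlaps were tested with the hypergeometric test over genes tested in both comparisons. Software was R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

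Genes were named by a rule fixed beforehand: Taf4a and Taf4b, the 8 genes per direction with the largest change at a CPM of at least 5 in the higher group and with groups that do not overlap, up to 4 genes of a list and 2 against it, fixed markers, 6 genes per overlap and 5 per direction for the stage difference. Overlap of groups could be judged in tumours alone. The genes of the chromosome X stretch, Esr1, Agr3 and the neighbours of the stretch were chosen after their values were seen. Alternatives were other scalings, filters, pseudocounts, thresholds, tests, correlations and leaving out each tumour library, and their effect is given in the closing section. Results for some genes that the rule names are not reported here.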

Results

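Gene expression was measured by RNA-seq in 27 libraries of mouse intestine, which fall into 9 groups of 3. Embryonic intestine was taken at E17.5 and ileum at 8 weeks of age, in each case from a group labelled WT and a group labelled KO for Taf4, which encodes a component of TFIID, the complex that starts transcription at promoters. Organoids, epithelial cultures grown from ileal crypts, were labelled as ethanol control, as treated for 3 days with 1 µM 4-hydroxytamoxifen (4-OHT), the drug that switches on CreERT2 recombinase (a treatment the labels state for replicates 2 and 3 only), or as treated with 4-OHT and 1 µM EPZ-6438 (EPZ), an inhibitor of the Polycomb methyltransferase Ezh2, and grown for 11 days. The paper's methods instead describe the control organoids as floxed cultures without CreERT2 that received the same drug. Whether the control differed in origin or in treatment is unknown. If it differed in origin, changes with 4-OHT against control cannot be told apart from differences between the cultures. Ileal tumours driven by mutant Apc were labelled Apc or Apc with Taf4 KO. Group means of normalized counts in the authors' deposited table summed to between 11.9 M in the embryos labelled KO and 16.6 M in the adults labelled WT. The depth of each of those libraries is unknown. The 6 tumour libraries held 22.8 to 39.0 M reads recovered from their FPKM values. By the paper's methods, embryo and adult replicates were separate animals and organoid replicates were wells. Organoid p-values therefore measure the spread between wells. For tumours the labels do not say that replicates were separate animals, so p-values measure the spread between these libraries, which can be technical.

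Taf4 itself was not lower in any group labelled as its knockout. Taf4a (mm9 chromosome 2, 179646851 to 179711351, 24 annotated exons) had a mean of 226 normalized counts in the embryos labelled WT and 299.5 in those labelled KO in the authors' deposited table (log2 fold change 0.41, adjusted p = 0.00031). Adults had 373 and 494 by the authors' deposited table (0.41, adjusted p = 0.00044). The organoid means in the authors' deposited table were 264 in control, 286 with 4-OHT and 201 with 4-OHT and EPZ, and the 4-OHT group differed from control by 0.12 ± 0.09 (log2, SE; reconstructed Wald test, adjusted p = 0.31). In tumours, Taf4 stood at 11.1 ± 0.481 FPKM in the libraries labelled Apc and at 13.5 ± 0.457 in those labelled Taf4 KO, with the lowest of the latter above the highest of the former (0.26 ± 0.08 on the log2(FPKM + 1) scale, limma adjusted p = 0.12). A value summed over a gene cannot show the loss of some of its exons, so these levels do not check the labels, and groups are named by their labels throughout. The paralogue Taf4b rose from 24.8 to 39.0 in the embryos labelled KO and from 39.5 to 59.7 in the adults in the authors' deposited table, by 0.66 and 0.59 (adjusted p = 0.00054 and 0.0021). Taf4b was 2.68 ± 0.455 FPKM in the Apc tumours and 3.36 ± 0.546 in those labelled Taf4 KO (SD, n = 3 libraries each; limma adjusted p = 0.34).

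The first comparison asked which genes depend on Taf4 in the intestine before birth. Enterocyte genes fell in the embryos labelled KO: 15 of 24 tested genes of the brush border and digestion were lower past the thresholds and none was higher. Alpi, the intestinal alkaline phosphatase (mm9 chromosome 1, 88994579 to 88998181, 11 annotated exons), dropped from 7457 to 509 mean normalized counts in the authors' deposited table (log2 fold change -3.87, adjusted p = 1.3e-121). The meprin subunits Mep1b and Mep1a, metalloproteases of the brush border, fell from 1806 to 261 and from 4184 to 1203, and Lct, the lactase of suckling animals, went from 12980 to 2796 in the authors' deposited table (-2.21, adjusted p = 3.2e-84). Of 19 genes for lipid absorption and lipoproteins 15 fell, among them Apoc2 (-3.92), the sterol transporters Abcg5 (-4.82) and Abcg8 (-4.43) and the acyl-CoA synthetase Acsl5 (-2.07) by the authors' deposited table. Fabp6, the ileal bile acid binding protein, went against them and rose from 214 to 2282 in the authors' deposited table (3.42, adjusted p = 6.0e-10). Of 15 fatty acid oxidation genes 5 fell past the thresholds, with Ehhadh (-1.10), Cpt1a (-1.25), Acadl (-1.06) and the nuclear receptor Ppara (-1.15) leading in the authors' deposited table.

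Genes that handle bile acids and foreign compounds fell as well in the embryos labelled KO, 14 of 25, including the sulfotransferase Sult1b1 (-3.94) and the subunits Ostb (368 to 68.3) and Osta (2041 to 673) of the basolateral bile acid transporter in the authors' deposited table. The hormone Fgf15, which bile acids induce in the ileum, was the 1 member that rose, from 28.2 to 88.3 in the authors' deposited table (1.65, adjusted p = 0.0033). The largest decreases under the rule for named genes were those of the bile salt export pump Abcb11 (mm9 chromosome 2, 69076339 to 69180671, 33 annotated exons; 306 to 3.23, -6.57), the butyrophilin-like gene Btnl7, Paqr9 (-6.04), the alkaline sphingomyelinase Enpp7 (-5.97), the peptide Leap2 (-5.54), Glod5, and the gluconeogenic enzymes G6pc (-5.12) and Fbp1 (-5.02) in the authors' deposited table. Among intestinal transcription factors 2 of 23 fell, Creb3l3 from 10400 to 836 and the vitamin D receptor Vdr from 985 to 316 in the authors' deposited table. The hepatocyte list, a marker list of another organ, had 4 of 9 genes lower, led by the transthyretin gene Ttr (-4.20) and the antithrombin gene Serpinc1 (-2.68) in the authors' deposited table. Secretory hormones Gip (-4.46), Sst (-3.80), Nts (-2.19) and Sct (-1.20) were among 7 of 23 enteroendocrine genes that fell by the authors' deposited table. As a list the enteroendocrine genes did not pass (camera, adjusted p = 0.056).

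The stem cell list did not pass in embryos (camera, adjusted p = 0.14, median log2 fold change 0.26). Of 23 genes 2 were lower past the thresholds. Without the fold threshold 11 were higher and 2 lower. Against the median of that list, the stem cell marker Olfm4 fell from 615 to 28.4 in the embryos labelled KO in the authors' deposited table (-4.43, adjusted p = 1.4e-131). Lgr5, the receptor that marks crypt base stem cells, stood at 97.3 and 136 in the authors' deposited table (0.49, adjusted p = 0.025), and Mki67, a marker of dividing cells, at 789.7 and 897 (adjusted p = 0.31). The lists for mitosis, DNA replication and ribosome biogenesis were shifted upwards, with median log2 fold changes of 0.33, 0.34 and 0.46 (camera, adjusted p = 6.5e-05, 9.2e-05 and 3.5e-07), while 0 of their genes passed the fold threshold. Genes of stromal cells moved the same way in these libraries: the median was 0.70 for fibroblasts and matrix and 0.49 for smooth muscle (camera, adjusted p = 3.5e-05 and 0.00024). The largest increases were those of the core histone genes Hist1h4m (4.80), Hist1h4c (3.99 to 68.7), Hist1h4h and Hist1h4i, of Fabp6, of Bcat1, a transaminase of branched-chain amino acids (1.99), and of the small RNA genes Snora68 and Mir215 in the authors' deposited table. Type I interferon genes (7 of 25 lower, among them Parp14, -1.92) and antigen presentation genes (4 of 28 lower, among them Psmb8, -1.21) had adjusted p = 0.046 and 0.043 as lists for changes listed in the authors' deposited table. These became adjusted p = 0.17 for both with a preset correlation of 0.05 in place of 0.01.

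Over 18797 genes with an adjusted p in the authors' deposited table, 1160 were lower and 173 higher in the embryos labelled KO (adjusted p under 0.05, absolute log2 fold change over 1). With the group means scaled to equal totals these became 958 and 302, so that the share of lower genes went from 87.0% to 76.0%. That scaling adds 0.14 to each embryo and 0.17 to each adult log2 fold change, takes 0.12 from those of 4-OHT organoids against control, 0.09 from EPZ against 4-OHT and 0.21 from EPZ against control. The enterocyte, lipid, fatty acid oxidation and xenobiotic lists passed camera with adjusted p = 8.9e-27, 1.7e-23, 5.4e-08 and 1.4e-11 in embryos, the transcription factors with 3.5e-05 and the hepatocyte list with 0.0067.

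**Figure D1:**
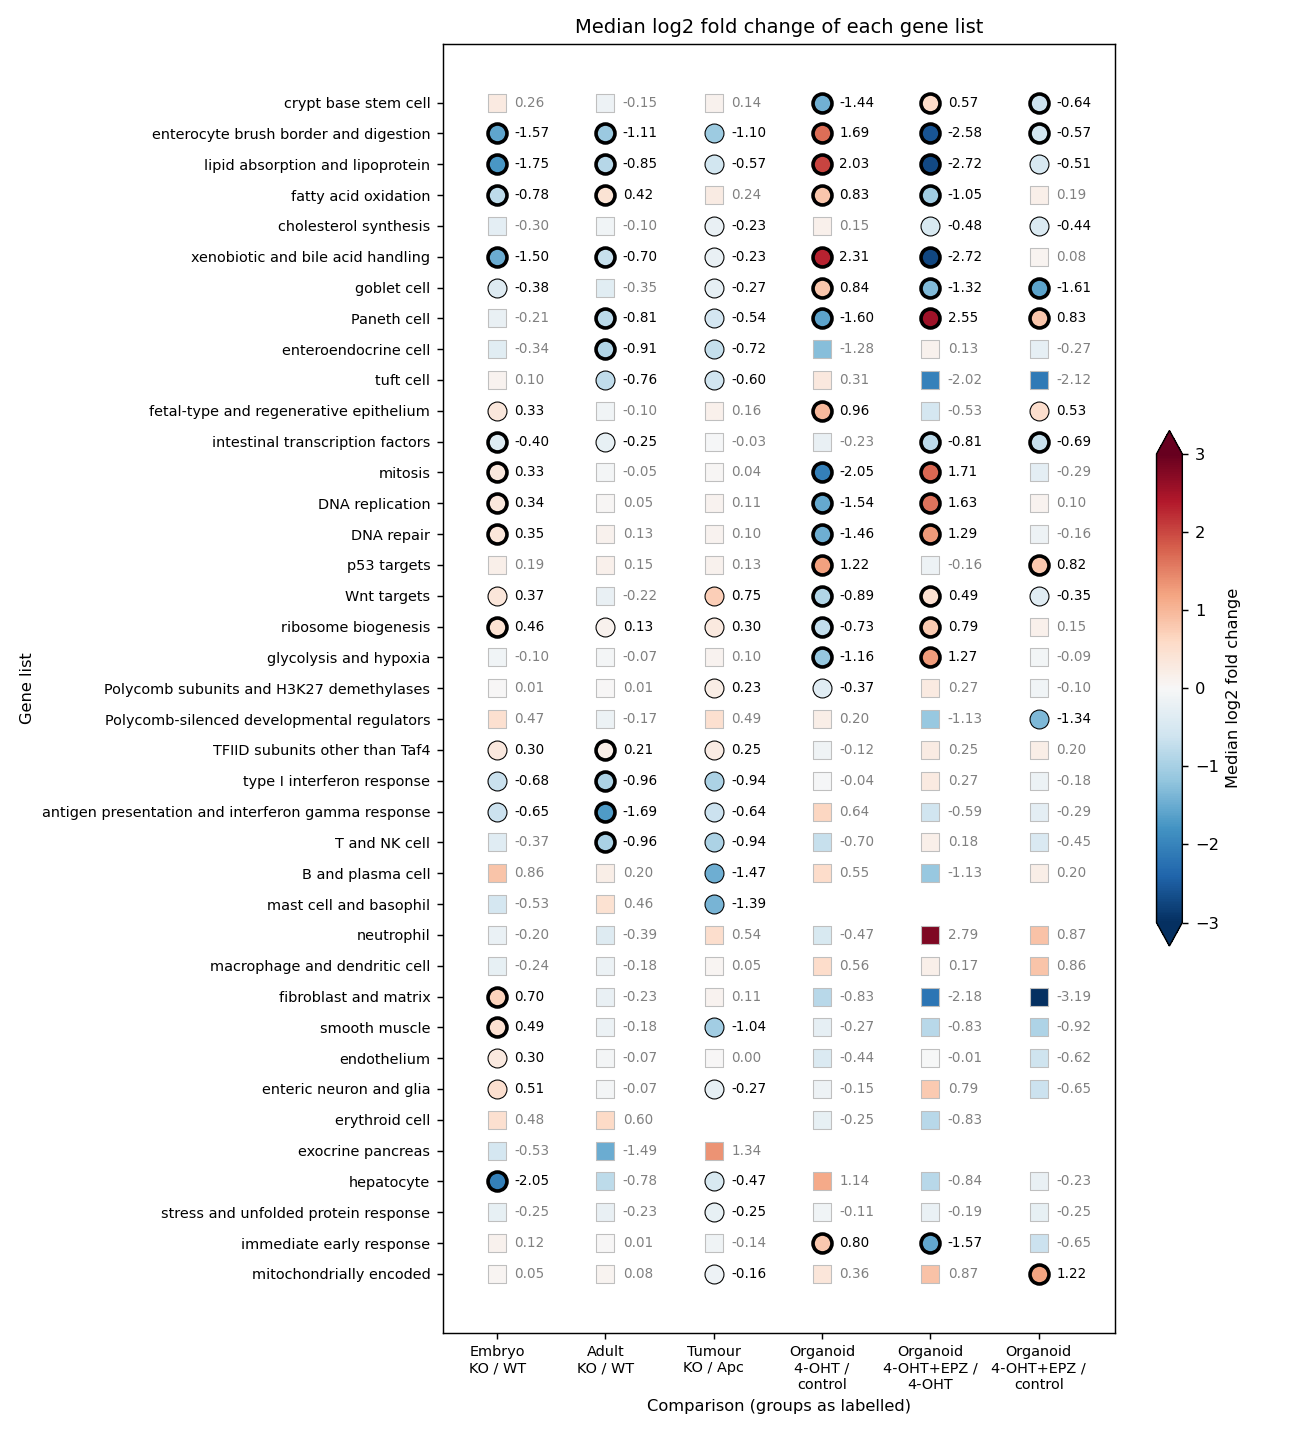
Median log2 fold change (colour and printed number) of each of the 39 gene lists (vertical axis) in 6 comparisons of groups as labelled (horizontal axis). Circles passed camera with the preset correlation of 0.01, a thick edge marks those that also passed with 0.05 (tumours: with an estimated correlation, where none did), squares did not pass, and blanks had under 5 tested members; the enterocyte list stands at -1.57 in embryos, -1.11 in adults and 1.69 in 4-OHT organoids.

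The adult comparison asked the same of the mature ileum. Enterocyte genes fell again in the adults labelled KO, 13 of 24, with Mep1a (14030 to 2586, -2.44), Alpi (2976 to 292, -3.35), the vitamin B12 receptor Cubn (-3.58) and the trehalase Treh (-4.03) leading in the authors' deposited table. The α-glucosidase genes Sis and Mgam went the other way, from 6267 to 25500 and from 6846 to 15310 in the authors' deposited table (adjusted p = 3.7e-23 and 1.4e-11). Of 19 lipid genes 9 fell, among them Apoa1 (-2.91), Mogat2 (-1.41) and Apob (-1.10), and of 25 xenobiotic and bile acid genes 10 fell (10 lower and 1 higher adjusted over the list alone), among them Sult1b1 (-1.62), Ostb (-1.96) and the cytochrome P450 Cyp3a25 (-3.50) by the authors' deposited table. Fatty acid oxidation genes moved upwards: Hadhb (1.15) and Acaa2 (1.01) rose and 0 of 15 fell in the authors' deposited table.

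Paneth and enteroendocrine markers fell in the adults labelled KO. Paneth cell genes were lower in 6 of 14 cases, including the matrilysin Mmp7 (2583 to 495) and lysozyme Lyz1 (62560 to 25400) in the authors' deposited table. Enteroendocrine genes fell in 11 of 23 cases, with the hormones Pyy (-2.64), Nts (-3.17), Tac1 (-2.24) and Sst (-2.28) ahead, whereas ghrelin, Ghrl (1.71), and the progenitor factor Neurog3 (1.45) rose in the authors' deposited table. Of 15 tuft cell genes 6 fell, among them the ion channel Trpm5 (-3.24), Sh2d6 (-6.22) and Dclk1 (-1.59), and Il17rb rose (1.49) in the authors' deposited table. Muc2, the main goblet cell mucin, was 22020 and 23630 in the authors' deposited table (adjusted p = 0.93). Olfm4 dropped from 5991 to 1799 in the authors' deposited table (-1.74, adjusted p = 2.5e-29), while Lgr5 was 307 and 264 (adjusted p = 0.45) and Mki67 was 656 and 646 (adjusted p = 0.95).

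Immune genes fell too in the adults labelled KO. Antigen presentation and interferon gamma genes were lower in 26 of 28 cases, with the class II genes H2-Aa (21160 to 4356), H2-Ab1 (13170 to 3177) and Cd74 (28820 to 6725) and the tryptophan-degrading enzyme Ido1 (739 to 10.9) at the head in the authors' deposited table. Type I interferon genes fell in 9 of 25 cases over all genes tested and in 11 adjusted over the list alone, among them Cmpk2 (-1.96), Parp14 (-1.77) and the nucleic acid sensor Zbp1 (-3.12) in the authors' deposited table. Genes of T and NK cells fell in 13 of 26 cases, including Gzma (1783 to 278), Ccl5 (2158 to 603), the integrin Itgae of intraepithelial lymphocytes (-1.20) and Cd8a (-1.22) in the authors' deposited table. Lists of B cells, mast cells, neutrophils and macrophages had adjusted p of 0.64, 0.33, 0.90 and 0.56.

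The largest single decreases in adults were those of the carrier Slc25a48 (mm9 chromosome 13, 56539716 to 56575600, 8 annotated exons; 743 to 8.28, -6.49), Sh2d6, Ido1, Cyp3a11 (-6.03), the interferon-induced Ubd (-6.00), the muscle actin Acta1 (-5.69), the acute-phase gene Saa1 (11180 to 316, -5.14) and Apol7a (-5.02) in the authors' deposited table. The largest increases were those of the carbonic anhydrase Car1 (53.8 to 2439), the histone genes Hist1h1e (36.3 to 768), Hist1h4c and Hist1h4m, the lectin Clec2j (4.32), Kirrel3 (3.27), the ion channel Hcn3 (3.27) and Mir26b in the authors' deposited table. In all, 769 genes were lower and 284 higher of 18797 in the authors' deposited table, or 627 and 472 with equal totals, which moves the share of lower genes from 73.0% to 57.1%. The enterocyte, antigen presentation, Paneth, lipid, xenobiotic and T and NK cell lists passed camera with adjusted p = 1.2e-30, 1.2e-30, 2.3e-12, 7.4e-10, 6.6e-10 and 2.5e-06, fatty acid oxidation with 4.3e-06, type I interferon with 5.9e-06 and enteroendocrine genes with 4.1e-05. The tuft cell list had adjusted p = 0.013, and 0.067 with a preset correlation of 0.05.

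Set side by side, both stages shared 296 genes that fell, against 47.5 for independent lists (exact hypergeometric test, p = 1.4e-164), and 53 that rose, against 2.61 (p = 5.7e-55). Alpi, Mep1a, the deiodinase Dio1, the carboxylesterase Ces2e, Sult1b1 and Btnl2 led the shared decreases, and Hist1h2ac, Hist1h2bc, Cyb5rl, Hist1h3d, Ugt2b5 and Lrrc51 the shared increases. Opposite calls were 29: 22 lower in embryos and higher in adults (exact test, p = 0.16) and 7 the other way, against 7.08 for independent lists (p = 0.57). They include Jdp2, Fgf15 and Fabp6, higher in embryos and lower in adults, and R3hdml, Col7a1 and Sis, lower in embryos and higher in adults. Tested directly, the change differed between stages for 1212 genes: it was lower in adults for 526 and higher for 686 (reconstructed Wald test of the difference). The tissue sampled and, by the paper's methods, the Cre used and the time since loss of Taf4 differed with stage too. Gpd1, the glycerol-3-phosphate dehydrogenase that links sugar and lipid metabolism, went from 1847 to 96.8 in embryos and from 2894 to 4400 in adults in the authors' deposited table. Its difference of 4.86 ± 0.18 (adult minus embryo, log2, SE) had an adjusted p of 9.5e-163. Baiap2l2, Chdh, the immunoglobulin receptor Pigr and Cgref1 followed, with differences of 2.03, 2.80, 4.04 and 2.27. In the other direction stood Tgfbi (-2.85 ± 0.12, adjusted p = 1.3e-120), the uridine phosphorylase Upp1 (-4.20), Glipr2 (-2.36), Pdgfc (-1.87) and Arhgef2 (-1.17). By list, fatty acid oxidation differed in 11 of 15 genes, all higher in adults (median difference 1.12, camera, adjusted p = 1.6e-21), and antigen presentation in 10 of 28, all lower in adults (median -1.18, adjusted p = 7.4e-07).

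In organoids, the 4-OHT comparison asked what follows when Taf4 is inactivated outside the animal. Genes of dividing cells fell almost without exception in the organoids labelled 4-OHT. Of 23 mitosis genes 23 were lower, of 28 DNA replication genes 26 and of 19 DNA repair genes 16, with 0 higher; Cdk1 went from 3450 to 828, Mki67 from 1667 to 312 and the ribonucleotide reductase Rrm1 from 1086 to 310.1 mean normalized counts in the authors' deposited table. Stem cell genes fell in 15 of 24 cases, including Lgr5 (mm9 chromosome 10, 114887367 to 115024836, 28 annotated exons), which went from 2605 to 643, and Olfm4, which went from 4947 to 152 in the authors' deposited table. Their log2 fold changes were -2.02 ± 0.09 and -5.03 ± 0.14 (SE; reconstructed Wald test, adjusted p = 5.5e-105 and 4.3e-281). Ascl2, Aqp4 (-5.39 ± 0.25), Rgmb (-1.72 ± 0.09) and Prox1 (-3.51 ± 0.24) fell too, and 8 of 18 Wnt target genes were lower. Glycolysis and hypoxia genes were lower in 14 of 21 cases, among them Hk2 (-2.36), Car9 (-2.64) and Pdk1 (-1.77), and ribosome biogenesis genes in 5 of 20.

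Absorptive genes rose in the organoids labelled 4-OHT. Of 25 enterocyte genes 22 were higher and 0 lower, with Lct at 673 and 6486, the aminopeptidase Enpep at 266 and 7848 and Sis at 2834 and 23280 in the authors' deposited table. Of 26 xenobiotic and bile acid genes 24 rose, among them Aldh1a1 (3.58 ± 0.09) and Cyp2b10 (2.77 ± 0.08), of 19 lipid genes 15, among them Fabp2 (3.66 ± 0.12) and Abcg5 (2.48 ± 0.09), and of 14 fatty acid oxidation genes 6. Goblet cell genes were mixed: Zg16 (4.76) and Clca3 (3.88) were among 6 of 17 that rose, and the membrane mucin Muc4 (-4.82) was among 3 that fell. Paneth cell genes fell in 10 of 14 cases, led by Mmp7 (1583 to 27.9), Itln1 and Ang4, while Lyz1 went from 4524 to 9332 in the authors' deposited table. Targets of p53 rose in 13 of 21 cases, among them the cell cycle inhibitor Cdkn1a (1.22 ± 0.15), the death receptor Fas (2.46 ± 0.18) and the kinase Plk3 (1.65 ± 0.10). Genes of the fetal-type and regenerative epithelium rose in 8 of 19 cases, with Clu (3.24 ± 0.17), Il1rn (1.95 ± 0.14) and Areg (1.66 ± 0.15), and Basp1 fell to a mean listed at 0. Immediate early genes rose in 5 of 12 cases, including Egr1 (1.77) and Fos (2.05).

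The largest decreases with 4-OHT were those of the collagen hydroxylase Plod2 (141 to 0.310), the prohormone convertase Pcsk1 (135 to 0.327), the meiotic cohesin Rec8 (1581 to 4.88), Nxf7, Nes, Pla2g5, Dapk1 and Flot2 in the authors' deposited table. The largest increases were those of Acaa1b (0.691 to 1378), Casd1 (0.775 to 196) and Esr1 (0.317 to 86.4) in the authors' deposited table. Bex1, Brcc3, Fundc2 and Mtcp1 were also ranked there, but their control means are listed at 0 in the authors' deposited table, so their rank rests on no fold change. Brcc3, Fundc2 and Mtcp1 lie side by side on chromosome X, and are described below. Among Polycomb genes, Ezh2 went from 1249 to 671 and Suz12 from 4287 to 2202 in the authors' deposited table, which is under the fold threshold (-0.90 ± 0.09 and -0.96 ± 0.20). Over 19020 genes, 1532 were lower and 1584 higher with 4-OHT (reconstructed Wald test, which in simulated data called 197 genes where a direct test called 145). The lists described above passed camera with adjusted p between 5.6e-64 for xenobiotic handling and 0.00055 for immediate early genes, and also with a preset correlation of 0.05. Higher correlations were not tried, and none can be estimated from group means. The list of Polycomb subunits and demethylases (3 lower and 1 higher of 23, median -0.37) passed with adjusted p = 0.0076 and was lost, at 0.056, with a preset correlation of 0.05. The control and 4-OHT cultures were not compared in the authors' deposited table, so the spread came from its other comparisons, where the spread from one comparison gave the standard errors of the other with a median ratio of 0.996. The paper reports a test of its own for this contrast, and the calls here were not checked against it gene by gene.

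**Figure D2:**
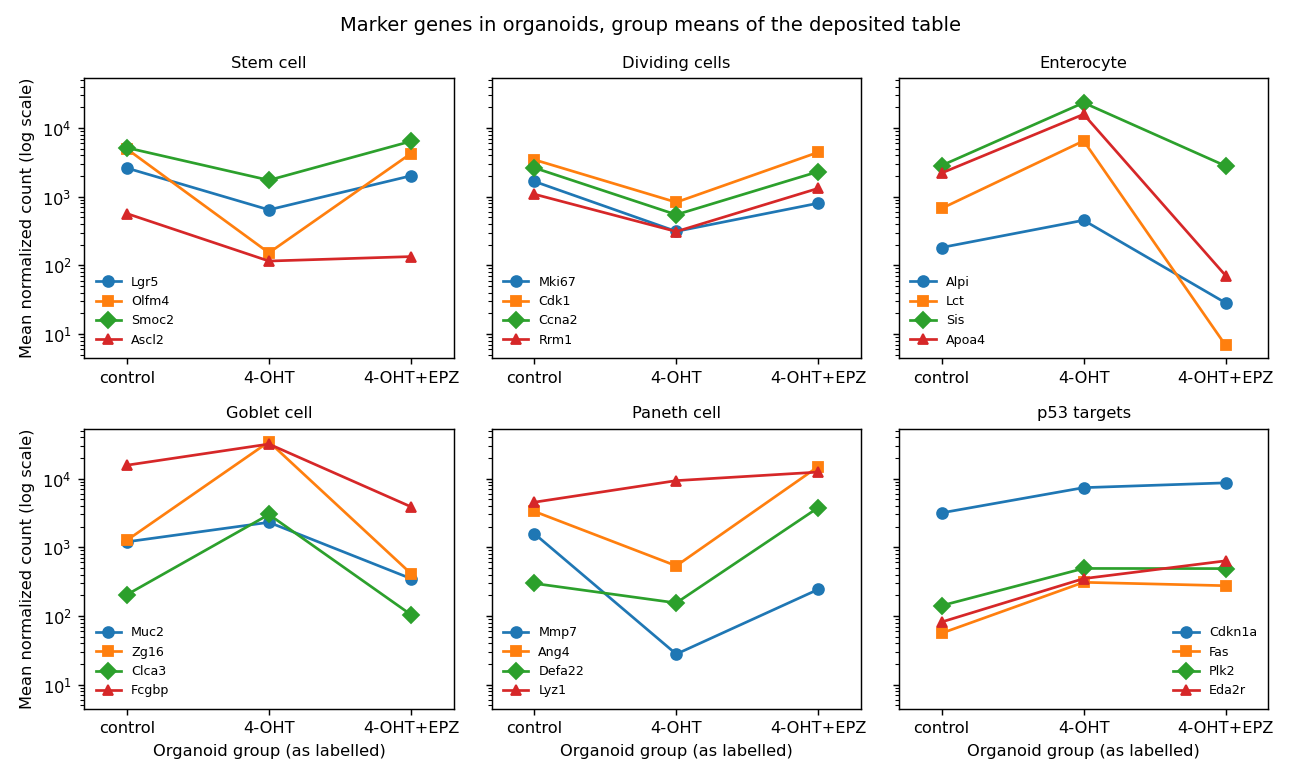
Mean normalized counts (vertical axis, log scale) of 24 marker genes in the 3 organoid groups as labelled (horizontal axis), as group means of the authors' deposited table with no error bars, since it gives no values per library. Lgr5 stands at 2605 in control, 643 with 4-OHT and 2009 with EPZ added, and Ascl2 at 567, 115 and 134.

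Control organoids lacked expression of the protein-coding genes in a stretch of chromosome X (mm9 chromosome X, 72418054 to 72731092, 313 kb). Its 5 protein-coding entries are the clotting factor gene F8, the mitochondrial protein gene Fundc2, the overlapping pair of entries for Mtcp1, and Brcc3, which encodes a deubiquitinase, and all are listed at 0 in control in the authors' deposited table. With 4-OHT and with EPZ added these were 10.4 and 15.2 for F8, 1205 and 6033 for Fundc2 and 234 and 465 for Brcc3 in the authors' deposited table. The neighbours on either side were expressed in all groups, Dkc1 at 2848, 1177 and 5039 and Vbp1 at 899, 650.3 and 1983 in control, 4-OHT and EPZ in the authors' deposited table. Mpp1, between Dkc1 and F8, was high with 4-OHT alone, at 117, 10502 and 113 in the authors' deposited table. Of the pseudogenes inside the stretch, Gm6039, Gm8522 and Gm8666 were not at 0 in control (3.20, 0.197 and 9.65 in the authors' deposited table). A mean listed at 0 is an exact 0 in the table and gives no fold change. Because the difference lies between the cultures as whole groups, changes of these genes are not described as responses to 4-OHT.

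**Figure D3:**
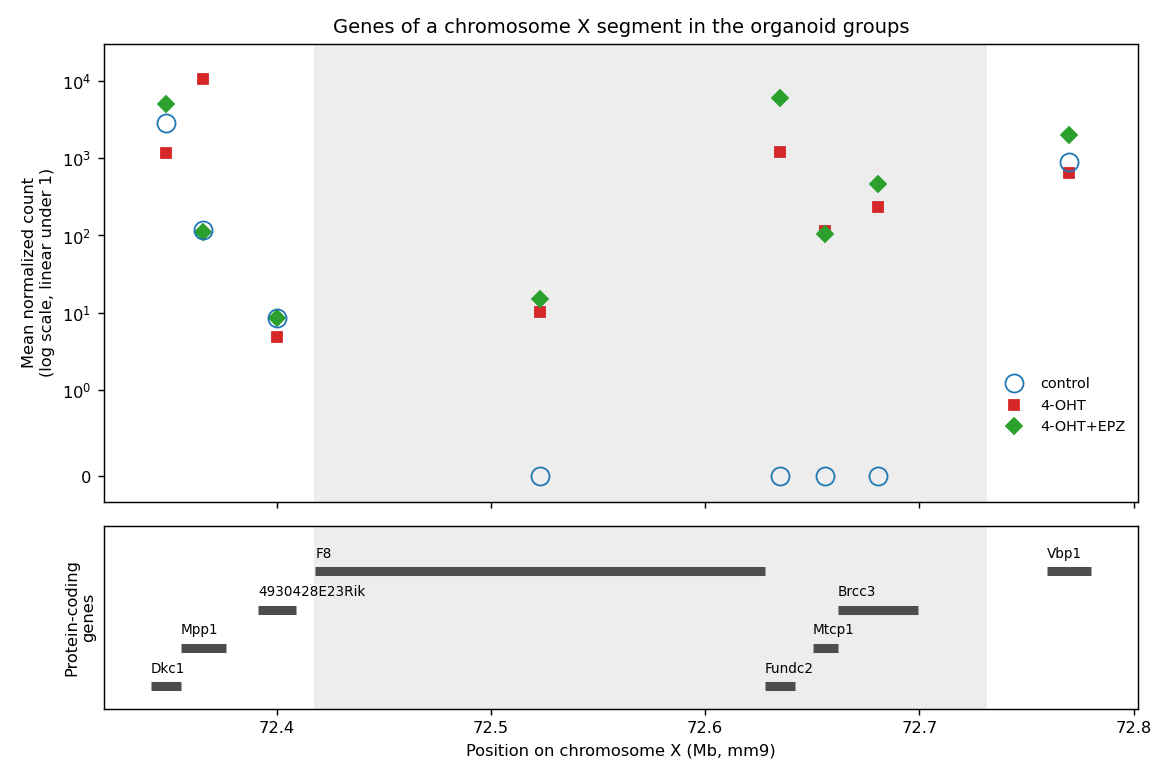
Mean normalized counts in the 3 organoid groups as labelled (vertical axis, upper panel) of genes along chromosome X, with the gene positions in mm9 (horizontal axis, lower panel), as group means of the authors' deposited table with no error bars. The shaded stretch from 72418054 to 72731092 holds Fundc2, listed at 0 in control and at 1205 with 4-OHT.

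Against the adult ileum, the organoids labelled 4-OHT shared 95 genes that fell (57.0 for independent lists, exact hypergeometric test, p = 4.1e-07) and 113 that rose (24.0, p = 7.9e-49). More genes, 173, were higher in these organoids and lower in adults labelled KO than the 58.6 that independent lists give (exact test, p = 4.8e-41). Mmp7, Aldh1l1, Pik3ap1, Apol7a, Olfm4 and Hk2 led the shared decreases, and Cyp2j6, Hcn3, Ppm1j, Sis, Acy3 and Tmie the shared increases. Opposite genes were led by the carboxylesterase Ces2a, Sult1b1, Btnl2, Dpep1 and Gpt, and took in 11 of 24 enterocyte genes, 8 of 19 lipid genes and 9 of 25 xenobiotic genes.

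Adding EPZ to 4-OHT asked whether blocking Ezh2 offsets the change. Absorptive genes fell in the organoids labelled 4-OHT with EPZ: 22 of 25 enterocyte genes, 16 of 19 lipid genes and 22 of 26 xenobiotic genes were lower than with 4-OHT alone. Lct went from 6486 to 6.82, the fructose transporter Slc2a5 from 5607 to 172 and the apolipoprotein Apoa4 from 15800 to 70.8 mean normalized counts in the authors' deposited table. Goblet cell genes fell in 10 of 17 cases, with Zg16 from 34310 to 414 and Muc2 from 2308 to 349.9 in the authors' deposited table, and 3 rose, among them Muc4 and Agr2. Paneth cell genes rose in 12 of 14 cases, with Ang4 from 536 to 14970 and the defensin Defa22 from 155 to 3787 in the authors' deposited table. Defensin genes are near-identical copies of one another, so reads can be split among them and their single values are uncertain. Stem cell genes rose in 9 of 24 cases, including Olfm4 (152 to 4243, 4.80) and Lgr5 (643 to 2009, 1.64), while Ascl2 was 115 and 134 (adjusted p = 0.30) in the authors' deposited table. Genes for mitosis rose in 19 of 23 cases, for DNA replication in 26 of 28, for DNA repair in 14 of 19, for ribosome biogenesis in 10 of 20 and for glycolysis and hypoxia in 15 of 21; Cdk1 moved from 828 to 4432 in the authors' deposited table. Wnt targets rose in 7 of 18 cases, and in 8 adjusted over the list alone.

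Immediate early genes fell in 9 of 12 cases with EPZ, and intestinal transcription factors in 8 of 22, among them Creb3l3 (-5.16) and Klf5 (-1.93), with Foxa2 and Esrrg higher, in the authors' deposited table. Targets of p53 did not pass as a list (adjusted p = 0.21): Cdkn1a was 7374 and 8663 in the authors' deposited table (adjusted p = 0.18), while Plk3 was among 4 of 21 that fell (-2.21). The largest increases were those of Plod2 (0.310 to 435), the receptor Tnfrsf19 (0.221 to 317), Gng4, Pcsk1, Cyp2e1 (0.689 to 252), the endocrine factor Isl1 (0.580 to 189.7), Rps6ka6 and Igfbp4 (8.51 to 2510) in the authors' deposited table. The largest decreases were those of Hist1h2al, Lct, Cyp27a1, Bex1, Cfhr2, Hoga1 and the small RNA genes mmu-mir-2134-4 and Mir5102. Cdkn2a, the classic Polycomb-silenced tumour suppressor locus, went from 0.776 to 126 in the authors' deposited table (7.38, adjusted p = 1.0e-11), and its neighbour Cdkn2b from 843 to 131 (-2.69). The list of Polycomb-silenced developmental regulators had 6 lower and 1 higher of 17 genes (median -1.13, camera, adjusted p = 0.052). The enterocyte, lipid, xenobiotic, goblet, Paneth and stem cell lists passed camera with adjusted p = 2.8e-40, 2.4e-24, 1.2e-39, 1.0e-11, 4.0e-17 and 1.5e-05, and mitosis and DNA replication with 5.6e-20 and 2.0e-25. In all, 2666 genes were lower and 2561 higher of 19020 in the authors' deposited table. The labels give a culture time, 11 days, for the EPZ group alone, and the paper's methods give a later day still for it and a much earlier one for the control and 4-OHT cultures. Culture time and EPZ therefore cannot be told apart in these groups. Each group also had genes near 0. Among 11254 genes reaching a mean of 50 in some group, 27 were under 1 in control, 29 with 4-OHT and 28 with EPZ. Plod2, Pcsk1 and Tnfrsf19 were under 1 with 4-OHT, so for them a difference between cultures cannot be told apart from EPZ either.

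Of the 1532 genes that fell with 4-OHT, 1125 (73.4%) rose again with EPZ at the adjusted p alone and 927 (60.5%) also passed the fold threshold. Of the 1584 that rose with 4-OHT, 1120 (70.7%) fell again and 904 (57.1%) passed the fold threshold. Simulated data in which EPZ did nothing gave 0 in each direction over 20 draws. Almost no gene can be called in such data, so this 0 was fixed beforehand and is no measure of reversal. EPZ changes unrelated to those of 4-OHT were not simulated. Independent lists would share 409.5 and 422.9 genes at the adjusted p alone, and 206 and 222 past the fold threshold. Part of the excess can still come from the shared libraries. The covariance of both fold changes was -1.13, against -0.24 simulated for shared libraries alone, a difference of -0.89. Their correlation, -0.497, did not stand apart from the -0.498 simulated for unchanged groups, where the shared libraries alone set it. With the 4-OHT changes kept and EPZ without effect, the simulated correlation was -0.257, so the observed value was further from 0 than that. Among 11368 genes that did not change with 4-OHT, 8.83% rose and 10.0% fell with EPZ. Against control, 396 (25.9%) of the genes that fell and 451 (28.5%) of those that rose were still called in the same direction with EPZ, and 128 and 183 were called beyond control on the other side. Without a fold threshold on either comparison the shares that moved back were 66.8% and 66.2%.

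Set against control, the organoids labelled 4-OHT with EPZ kept differences of their own. Stem cell genes were lower in 9 of 24 cases, including Ascl2 (567 to 134), Rnf43 (-1.33), Sox9 (-1.23) and Notch1 (-2.05), and Tnfrsf19 was higher (2.32) in the authors' deposited table. Goblet cell genes were lower in 9 of 17 cases (9 lower and 1 higher adjusted over the list alone), with the lineage factor Spdef at 437 and 63.6 in the authors' deposited table. Intestinal transcription factors were lower in 7 of 22 cases and enterocyte genes in 10 of 25, with Mep1b and Slc10a2 higher. Paneth cell genes were higher in 6 of 14 cases, among them Ang4 (2.17) and Defa22 (3.67), while Mmp7 (-2.70) and Defa26 were lower in the authors' deposited table. Targets of p53 were higher in 8 of 21 cases, including Plk2 (1.79), Fas (56.0 to 276), Eda2r (2.96) and Bax (1.37) in the authors' deposited table, with Gdf15 lower. Mitochondrially encoded transcripts were higher in 7 of 13 cases, mt-Nd2 at 31350 and 72940 in the authors' deposited table. These lists passed camera with adjusted p between 2.1e-08 for p53 targets and 0.0012 for Paneth cells. The authors' deposited table had 1988 lower and 1806 higher of 18562 genes, or 2635 and 1336 with equal totals, which moves the share of lower genes from 52.4% to 66.4%. Of these 3794 genes, 1951 (51.4%) were not different with 4-OHT alone, 1025 of them lower and 926 higher.

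The tumour comparison asked what loss of Taf4 changes in Apc-driven tumours. Interferon genes were lower in the tumours labelled Taf4 KO: Zbp1 was 29.0 ± 5.43 FPKM in the Apc tumours and 9.20 ± 1.01 in those labelled Taf4 KO, Oasl2 30.2 ± 7.46 and 9.08 ± 1.75, Parp14 23.5 ± 3.25 and 8.93 ± 1.32 and Rtp4 10.2 ± 1.84 and 3.17 ± 0.233 (SD, n = 3 libraries each). These were among 6 of 25 type I interferon genes that fell, or 12 adjusted over the list alone. Enterocyte genes fell in 4 of 25 cases, or 9 adjusted over the list alone, among them Mep1a (97.9 ± 44.4 and 4.91 ± 0.556 FPKM), the bile acid transporter Slc10a2 (45.9 ± 13.9 and 11.9 ± 4.48), the aminopeptidase Xpnpep2 (44.3 ± 22.1 and 6.23 ± 3.24) and Cubn (10.9 ± 5.90 and 0.734 ± 0.565). Enteroendocrine hormones fell in 4 of 14 cases, or 5 adjusted over the list alone, with Gip at 11.4 ± 4.48 and 0.405 ± 0.358 FPKM, Pyy at 25.7 ± 14.3 and 1.34 ± 0.881, Nts at 17.9 ± 9.90 and 0.493 ± 0.0961 and Sst at 9.19 ± 5.80 and 0.869 ± 0.226. Xenobiotic and bile acid genes fell in 3 of 24 cases: Fgf15 (35.9 ± 26.1 and 0.396 ± 0.249) and the bile acid transporter subunits Slc51a (219.7 ± 113 and 34.7 ± 0.827) and Slc51b. The goblet cell gene Clca1 fell (-4.34 ± 0.41, SE, on the log2(FPKM + 1) scale), while Muc2 was 855 ± 408 and 611 ± 106 (limma, adjusted p = 0.58).

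Other large decreases were those of the acute-phase gene Saa1 (-5.36 ± 0.46, SE, on the log2(FPKM + 1) scale, adjusted p = 0.019), Tmigd1 (-4.51 ± 0.29), the sulfate transporter Slc13a1 (-3.88 ± 0.63) and the phospholipase Plb1 (-3.60 ± 0.39). Increases past the fold threshold were fewer (without it, 137 genes were lower and 170 higher), with Nrn1 (2.07 ± 0.34), the carboxypeptidase Cpm (1.77 ± 0.18), the transcription factor Sox17 (1.65 ± 0.26), A2m, the cold-induced RNA-binding protein Cirbp (1.42 ± 0.19), Fam213a (1.40 ± 0.25), Smim10l2a and Adam28 (1.30 ± 0.20) leading. Markers of stem and dividing cells gave Lgr5 20.3 ± 9.11 and 18.8 ± 0.907 FPKM, Olfm4 85.2 ± 88.2 and 48.4 ± 26.0, and Mki67 26.6 ± 4.62 and 24.3 ± 2.26 (limma, adjusted p = 0.96, 0.78 and 0.61). Genes of T and NK cells, B cells and mast cells had 0 members past the thresholds, with median log2 fold changes of -0.94, -1.47 and -1.39. They were high in single Apc libraries: the mean log2(FPKM + 1) of the B cell list was 4.47 in Apc replicate 1 against 1.66 and 1.18 in replicates 2 and 3, that of the T and NK cell list 3.33 against 1.95 and 1.47, and that of the mast cell list 4.99 in replicate 2 against 2.88 and 2.26. Smooth muscle genes were shifted downwards (median -1.04, 0 of 12 past the thresholds and 2 lower adjusted over the list alone). Antigen presentation genes were too (median -0.64, 0 of 29 and 4 lower adjusted over the list alone). Neither list passed with an estimated correlation (adjusted p = 0.57 for both). The Paneth list stood at 8.73 in Apc replicate 1 against 6.78 and 6.57. An exocrine pancreas list stood at 4.56 in Taf4 KO replicate 3 against 1.78 and 2.25 in replicates 1 and 2.

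Counting every gene, 110 were lower and 30 higher of 13794 in the tumours labelled Taf4 KO (limma on log2(FPKM + 1), adjusted p under 0.05, absolute change over 1). Replicate 3 of this group lay between replicates 1 and 2 in 99.4% of the 652 genes that differed over 2-fold between those, and its description carries the identifiers of both, so it may not be a separate tumour. Without it limma called 0 lower and 0 higher (347 and 67 at an unadjusted p under 0.05). Of the 140 genes called with it, 100% of those still tested kept their direction, as they did with any other library left out. These genes were picked for their difference and replicate 3 lay between the others, so the kept direction lends the calls no support. Leaving out replicate 1 or 2 of the group left 5 and 2 lower genes and 0 higher, and leaving out Apc replicate 2 left 22 lower and 1 higher. The type I interferon, enterocyte and enteroendocrine lists passed camera with adjusted p = 3.9e-18, 1.7e-09 and 8.3e-07, those of T and NK cells, B cells and mast cells with 2.4e-09, 1.6e-05 and 0.00023, the smooth muscle and antigen presentation lists with 2.6e-06 and 2.0e-08, and the goblet cell and xenobiotic lists with 1.6e-05 and 0.0095. Lists of Wnt targets, ribosome biogenesis, Polycomb subunits and TFIID subunits were shifted upwards (medians 0.75, 0.30, 0.23 and 0.25, camera, adjusted p = 0.0095, 0.00014, 0.017 and 0.022). Of their genes 0 passed the thresholds. With an estimated correlation no list passed: adjusted p = 0.55 for type I interferon, 0.57 for enterocyte, enteroendocrine, goblet, T and NK, B, mast, smooth muscle and antigen presentation lists and 0.68 for the xenobiotic list. For the lists shifted upwards it was 0.71, 0.57, 0.71 and 0.58.

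**Figure D4:**
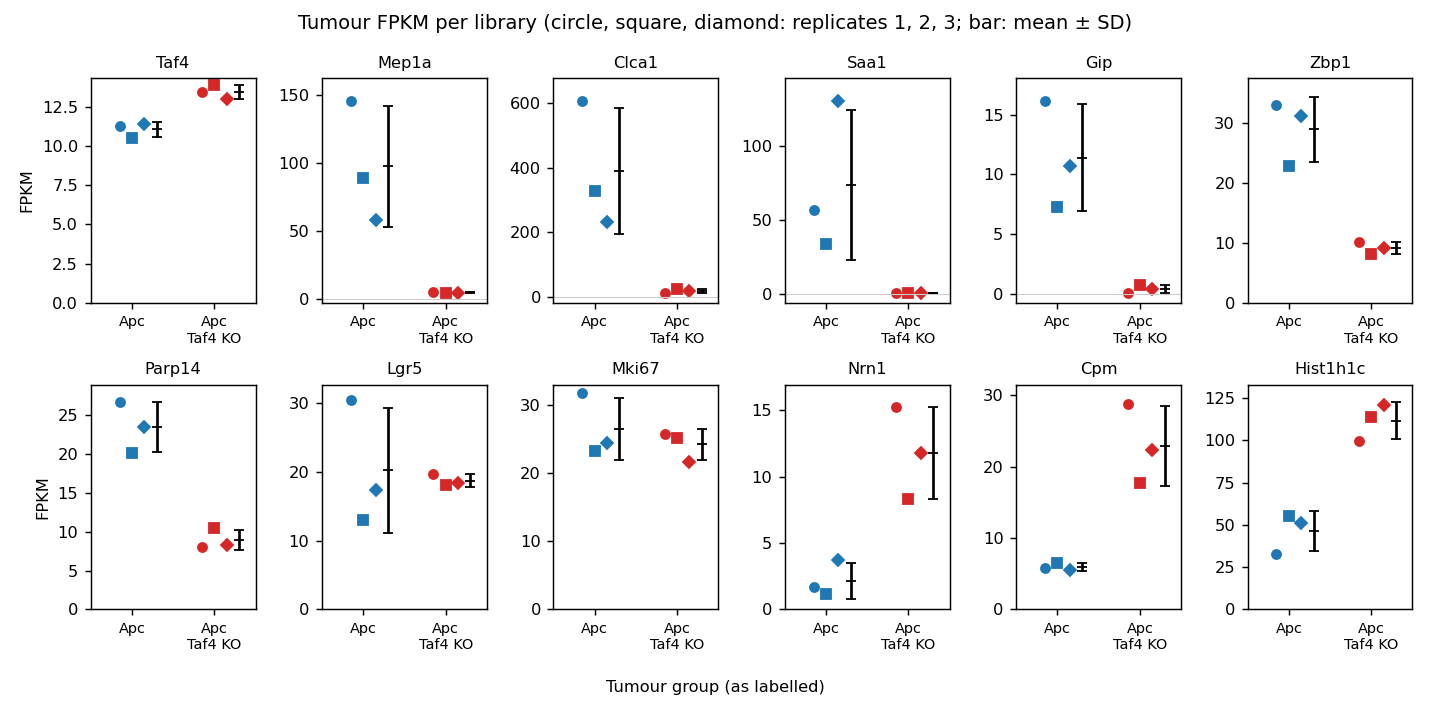
FPKM (vertical axis, linear) of 12 genes in each tumour library, grouped as labelled (horizontal axis; circle, square and diamond are replicates 1, 2 and 3; bars give the mean ± SD of 3 libraries). Zbp1 is 29.0 ± 5.43 FPKM in the Apc libraries and 9.20 ± 1.01 in those labelled Taf4 KO, while Taf4 itself is not lower.

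Adult mucosa and tumours shared 66 genes that fell in the groups labelled KO (4.83 for independent lists over 12072 genes tested in both, exact hypergeometric test, p = 6.5e-63) and 4 that rose (0.19, p = 3.0e-05). The shared decreases were led by the serine protease Prss30 (62.1 ± 6.97 and 6.48 ± 1.14 FPKM), the prostaglandin transporter Slco2a1, the phosphate transporter Slc34a2 (68.6 ± 5.67 and 5.71 ± 2.10), Ceacam20, Mep1a and Hspa12a. The 4 shared increases were the histone genes Hist1h1c (46.4 ± 12.1 and 112 ± 10.8 FPKM), Hist1h3d and Hist1h2ac, and the glutathione transferase Gstm5 (71.6 ± 6.71 and 150.2 ± 33.3). Agr3 was lower in adults and higher in tumours. Both counts became 0 without replicate 3 of the tumours labelled Taf4 KO, where 0 tumour genes were called and none could be shared. This does not show whether the shared genes depend on that library.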

Values the study reported

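In fetal intestine the study reported 1160 genes with reduced and 173 with increased expression after loss of Taf4. In adult mucosa it reported 769 and 284. In organoids 3269 genes were reported as deregulated, 1623 down and 1646 up, and EPZ restored 1146 (70.6%) of the former and 1166 (70.8%) of the latter. In tumours the study reported 699 genes down and 122 up, of which 247 of the decreased genes were shared with adult mucosa.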

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

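The test of the difference between stages was planned, whereas its reconstruction from group means and the use of a higher preset correlation were chosen only after the files were seen. These results stand here because the change in the groups labelled KO differed between embryos and adults by a test of the difference itself. Of all genes tested, 526 had a lower log2 fold change in adults than in embryos and 686 a higher one.

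By list, the median difference (adult minus embryo, log2) was 1.12 for fatty acid oxidation and 0.95 for lipid absorption and lipoproteins. Lipid genes differed upwards in 8 of 19 cases, or 9 adjusted over the list alone, and downwards in 2. The median difference was -1.18 for antigen presentation, which fell further in adults, where Cd74 and H2-Aa led. Growth-related lists differed less, with -0.42 for mitosis, -0.30 for DNA replication, -0.36 for ribosome biogenesis and -0.66 for Wnt targets. Cells outside the epithelium differed too: -0.95 for fibroblasts and matrix, -0.67 for smooth muscle and -0.57 for enteric neurons and glia. These 10 lists were picked because they passed with preset correlations of both 0.01 and 0.05, so the second pass is no added support. Other lists passed with 0.01 alone, such as stem cell genes (camera, adjusted p = 0.033, and 0.14 with 0.05). Embryonic samples were intestine and adult samples ileum by their labels, so stage and tissue sampled cannot be separated in this difference. By the paper's methods embryos carried a Cre that needs no drug, whereas adults carried CreERT2 and received tamoxifen. The Cre used and the time since loss of Taf4 therefore cannot be separated from stage either.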

How the results depend on the processing

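The alternatives of equal totals, a mean of at least 10, the reconstructed Wald test where the authors' deposited table gives calls, limma-voom, median-of-ratios factors, the authors' tumour calls, matching by older symbols, the median spread for genes with none of their own, leaving those genes out and the correlation of 0.05 were chosen only after the data were seen; the others were planned. Of the counts compared, 65 stayed within 1.5 times the main count and 51 moved; where no reason is given, the cause was not tested.

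Without a fold change threshold more genes pass by construction: 3514 lower and 2903 higher in embryos, 2434 and 1257 in adults, 3844 and 3808 for 4-OHT against control, 5078 and 5084 for EPZ against 4-OHT, 4496 and 4452 for EPZ against control, and 1648 and 1899 for the stage difference. With equal totals, genes higher in KO numbered 302 in embryos and 472 in adults.

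Tumour counts moved most. Lower genes were 56 with a pseudocount of 5, 35 with no filter, 72 with upper-quartile and 66 with median-of-ratios factors and 23 with limma-voom on the recovered reads; higher genes were 56 with a pseudocount of 0.1, 6 with 5, 7 with no filter, 11 and 8 with the factors, 170 (beside 137 lower) with no fold change threshold and 5 with limma-voom. The authors' deposited table listed 695 lower and 105 higher, or 1120 and 602 with no fold change threshold. Leaving out each library in turn gave 0 to 163 lower and 0 to 31 higher genes. Adult and tumour decreases shared 0 genes and increases 0 genes without replicate 3 of the Taf4 KO tumours, where no tumour gene was called and none could be shared. They shared 246 and 11 with the calls of the authors' deposited table. For 40 named tumour genes, 126 comparisons kept direction and side of the adjusted p threshold and 5 changed sign. Another 148 kept direction but lost the call, which need not mean a smaller change, and 1 gained it. The sign changes were in 4 genes that were not called: leaving out each library gave log2 fold changes of -0.29 to 0.30 for Lgr5, -0.20 to 0.018 for Mki67, -1.14 to 0.46 for Olfm4 and -0.20 to 1.11 for Sis.

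With the replicate number as a replicate block, 1 gene was lower and 0 higher in tumours (395 and 79 at an unadjusted p under 0.05, limma). Same-numbered libraries had correlations of -0.17, -0.20 and -0.04, so the numbers do not pair them. No paired analysis was possible because embryos, adults and organoids have group means alone.

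With a preset correlation of 0.05, 12 lists passed in embryos, 10 for the stage difference and 7 for EPZ against control. In tumours 0 lists passed with an estimated correlation and 0 with fry. The estimate there was 0.51 for the enterocyte list, 0.61 for DNA replication and 0.58 for antigen presentation. Only the stem cell (0.043), transcription factor (0.017) and hepatocyte (-0.041) lists were under 0.05. Whether correlations are as high in embryos, adults and organoids was not tested, and if so their camera p-values are too small.

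Of the settings planned, other count models, normalization factors, stricter filters, the replicate block, leaving out replicates and estimated correlations were not run for the comparisons of group means, which lack values per library. Depth per library is unknown for those, which leaves genes with few counts without a limit of detection.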

Other observations

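Some changes belong to lists that did not pass, or that passed narrowly. In the organoids labelled 4-OHT, 10 of 20 enteroendocrine genes fell, among them the granins Chga (1088 to 219) and Chgb (2066 to 768) and the peptide hormone gene Tac1 in the authors' deposited table, while the list had adjusted p = 0.059 (camera). With EPZ added, 8 of 16 tuft cell genes were lower than with 4-OHT alone, led by Avil (34.7 to 4.97) and Dclk1 (11.2 to 0.0839) in the authors' deposited table, with adjusted p = 0.41 for the list. Developmental regulators that Polycomb silences were lower than in control in 7 of 17 cases in the EPZ group (7 lower and 2 higher adjusted over the list alone), including Hoxd8 (179 to 1.62), Hoxa5 (71.8 to 28.4) and Msx1 (38.1 to 12.2), and Cdkn2a was higher in the authors' deposited table. That list had adjusted p = 0.049, and 0.16 with a preset correlation of 0.05. In embryos and adults labelled KO, 4 of 18 goblet cell genes fell at each stage, among them the mucin Muc4 (187 to 47.1 and 1901 to 432) and the calpain Capn9 in the authors' deposited table, with adjusted p = 0.049 (0.16 with a preset correlation of 0.05) and 0.36 for the list.

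The tests of explanations below, the shuffles and the splits among them, were chosen only after the patterns were seen, whereas the tumour counts, the overlap and the list tests were planned.

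Genes of a stretch of chromosome X were listed at 0 in control organoids. Among expressed genes listed under 1 in control, 2 neighbouring pairs were found, against a mean of 0.0628 over 10000 shuffles of position (permutation test, p = 0.0015), but the EPZ group also had 2 (p = 0.0022, with Obsl1 and Inha on chromosome 1 near 0 in it alone). A segment deleted or silent in the control cultures therefore stays open, since the pairs restate the stretch that prompted the test and the pseudogene Gm8666 inside it had a mean of 9.65 in control in the authors' deposited table. A response to loss of Taf4 is argued against by the adult mice, where the median log2 fold change of the segment genes was 0.19. Esr1, whose human counterpart gives a part of CreERT2, was 0.317 in control, 86.4 with 4-OHT and 24.9 with EPZ added in the authors' deposited table. It changed by -0.67 in embryos and 1.32 in adults there. The organoid and adult values go with control cultures without the CreERT2 transgene, which the paper's methods describe. They rest on 1 gene chosen after its values were seen, so this explanation stays open too. The embryo value counts only if those embryos carried a Cre without that part, as the paper's methods state, whereas their labels mention tamoxifen.

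Replicate 3 of the tumours labelled Taf4 KO lay between replicates 1 and 2 in 99.39% of genes that differ between those, against at most 64.86% in the Apc tumours. The first value fits a pool of replicates 1 and 2, and the second argues against 3 separate similar tumours. A pool with nothing added is argued against by the exocrine pancreas list, at 4.56 (mean log2(FPKM + 1)) in replicate 3 against 1.78 and 2.25, and what was added stays open. A pool shares its reads or RNA with both, so the spread within this group may be too small and 3 libraries would count as 2 tumours, and no biological explanation was tested. Of 10 splits of the 6 libraries, 1 (the real split, with 140 genes) reached its count and the highest other had 0, and 10 splits are too few for a share under 0.05.

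Histone genes were higher in the mice labelled KO: 21 of 45 rose in embryos (median log2 fold change 1.51) and 28 of 45 in adults (2.04), with Hist1h1c at 507 and 1295 in embryos and 1487 and 8320 in adults in the authors' deposited table. Elsewhere 4 of 29 rose in tumours (median 0.57) and 14 of 56, with 2 lower, in 4-OHT organoids (0.32), by other tests whose counts cannot be compared with these. More dividing cells as the whole cause are argued against in adults by the DNA replication list, with a median of 0.0455. The paper, however, counted more cells stained for Ki67 in the ileum of its adult mutants, so a part of the rise stays open there. More dividing cells stay open as a part of the rise in embryos too, where the median of that list was 0.34 (camera, adjusted p = 9.2e-05). Scaling of the libraries is argued against by a median of 2.21 in adults with equal totals. More RNA without poly(A) tails could raise these transcripts, and small nucleolar RNAs had a median of -0.066 in adults, but most of them are cut from introns and do not decide it. The labels state poly(A) selection and the paper's methods another kit, which leaves this undecided, and a biological response to loss of Taf4 was not tested.

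In tumours, 110 genes were lower and 30 higher in the group labelled Taf4 KO. Both counts are lower than those quoted from the study above. They come from limma over 13794 genes and not from the authors' own test. The authors' deposited table, with that test over 17064 genes, listed 695 lower and 105 higher, which is closer to the counts quoted. With limma over more genes the counts did not rise: 110 lower and 29 higher over 14328 genes, and 35 and 7 over 21419. These values argue against the number of genes tested as the reason for the lower counts, which go with the test. Limma was not run on the authors' 17064 genes. Adult mucosa and tumours shared 66 lower genes. That is lower than the value quoted from the study above. With the tumour calls of the authors' deposited table the shared lower genes were 246, close to that value.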
